A study of Saccharomyces cerevisiae with 6 samples.

How the data were processed

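DNA of pooled CEN library cultures grown under limiting sulfate, phosphate or glucose was hybridised against FY4 DNA on 6 Agilent tiling arrays of 41775 probes. The labels give the molecule as genomic DNA and, for round 1, also name pDNA without explaining it, and no meaning was assumed. These comprise 41480 nuclear and 295 mitochondrial probes of 45 to 60 bases, with a median of 257 bp between the starts of neighbours. Per the file headers, the authors extracted spot intensity with Agilent Feature Extraction 10.5.1.1 under its CGH protocol, which subtracts background and applies a linear dye normalization. The deposited log10 ratio of Cy5 over Cy3 comes from those processed intensities, per the file headers. The deposited log2 values of the authors' series table equalled the scanner ratio turned to library over FY4. Their slope against log2 of Cy5 over Cy3 was -1 on arrays with the library in Cy3 and 1.00 on the others, and the largest per-array median difference was 0.000252. The median ratio of background-subtracted signal to the spot median lay between 0.997 and 1.01 on the 4 brighter arrays. The files hold no mean signal, and the spot median need not be the measure from which background was subtracted. The ratio therefore does not show how much background was removed.

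The groups and replicate numbers are those of the labels, with FY4 as the control channel of every array. This leaves out the spread of the control itself. The scanner log ratios were turned to library over FY4 by the labelled dyes, probes with an outlier flag were left out per array (0.740% to 9.75% of probes), and each array was centred on its median. The mode of the ratios lay at -0.13 on phosphate replicate 2 and -0.14 on glucose replicate 1 after this centring, and within 0.1 of 0 on the others.

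The planned tests were per gene. The files have no gene column and do not state the build of the probe positions, and no genome of a matching build was used here, so windows of 5 neighbouring probes with at least 2 measured probes took the place of genes. The lists of genes fixed before the data were examined were not analysed here. Window means were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, nutrient as the factor, all 6 arrays, Benjamini-Hochberg adjusted p under 0.05). The fits tested each nutrient against 0, the contrasts between nutrients, the mean of the nutrients, and round 1 against round 2 with nutrient as a covariate. Among windows called with the same sign in every array, or without overlap between the groups of a contrast, the rule named at most the 3 largest each way, 1 per run of neighbours. It also named the 3 longest and 3 furthest segments per nutrient. Features outside this rule are said to have been chosen after their values were seen.

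Segments came from least-squares optimal partitioning of the mean of the arrays of a nutrient (penalty factor 10, at least 5 probes). A segment was counted where its median lay 0.25 or more from 0 and that of each array 0.15 or more on the same side. The windows fit and the segmentation were tested on simulated data. For the windows fit 200 windows were changed at once, in independent noise at the robust SD of each array (from the median absolute deviation over nuclear windows). For sulfate against FY4 over 8349 windows, 94 of 100 changes of 1 and 100 of 100 changes of 2 were called, with 0 unchanged windows called. For sulfate against glucose 53 of 100 changes of 1 were called. In the simulated sulfate arrays 28 of 30 segments of 20 probes at 0.6 from 0 were found, with 0 false ones. This noise was independent between probes, while neighbouring windows of the real sulfate arrays correlated at 0.39 and 0.26. Most segments counted for sulfate were shorter and lay far closer to 0 on replicate 2 than on replicate 1. The simulated shares need not hold for them.

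Pairing by replicate number was checked from the deviations of same-numbered arrays from their group means across nuclear windows. These correlated at 0.31 for sulfate with phosphate, 0.81 for sulfate with glucose and 0.22 for phosphate with glucose. The number comes from the rounds in the labels, which also fix the dye. Because the array of round 2 held no usable signal for phosphate and glucose, the correlations mostly describe what the round 1 arrays share.

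Alternatives set before the data were examined were normexp background correction (offset 50), loess, the series table, centring on the mode, a filter on dim probes, the median of probes, 4 probes per window, a replicate block, a slide block, only the arrays compared, a size minimum of 0.3, eBayes with trend and robust, leaving out each array, and other segment settings. The files hold no mean signal, so normexp used the median signals. The planned correction for base composition and the filter on probes with several matches were not run, since probe sequences were not used here. Windows of 3 and 10 probes, removal of the median of each probe length, and a fit of the 4 brighter arrays were added after seeing the data. Signals of single channels were compared within a dye as log2 of the processed intensity, centred on the median over all probes. Grid placement was tested by correlating raw signal with that of sulfate replicate 1 over shifts of up to 20 rows and 12 columns. Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 was used for these steps.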

Results

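Array comparative genomic hybridisation sets the DNA content of a sample against that of a reference at each probe of a tiling microarray, so that a gain or loss of copy number moves the log2 ratio away from 0. The 6 arrays analysed here compared DNA from pools of a budding yeast library, named CEN in the labels, with DNA of the wild type strain FY4. The pools came from library competition studies under limiting sulfate, phosphate or glucose, with 2 arrays per nutrient. The series design names a further pair of arrays of evolved populations, which were not analysed here. The labels number the replicates as rounds. In round 1, for which the labels give generation 50, the pool was labelled with Cy3 on all 3 arrays and FY4 with Cy5. In round 2 the dyes were swapped on all 3 arrays. The labels give the molecule as genomic DNA throughout, but the round 1 descriptions call the library DNA pDNA, a term they do not explain and do not use for round 2. Whether both rounds measured the same kind of DNA is therefore not known, which limits what a round 1 ratio, or a difference between rounds, can mean. The round 1 arrays lay on 1 slide, sulfate replicate 2 on another and the remaining arrays on a further slide, so round, dye and the slide of round 1 cannot be told apart. All ratios below are the library pool over FY4 on the log2 scale. Positions are those of the array design, whose genome build the files do not state, and no gene names are given for that reason.

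Signal over background differed widely between arrays. The median raw signal of the library channel was 11.3 times that of the negative control spots for sulfate replicate 1, 11.3 times for glucose replicate 1, 7.29 times for phosphate replicate 1 and 4.80 times for sulfate replicate 2. In the FY4 channel these factors were 23.2, 23.6, 21.4 and 6.57. On phosphate replicate 2 and glucose replicate 2 the probes were no brighter than the negative controls. Their factors were 0.992 and 0.990 in the library channel and 0.970 and 0.978 in the FY4 channel. Only 4.41% and 5.12% of their probes exceeded the 95th percentile of the negative controls in the library channel, and 4.06% and 4.18% did so in the FY4 channel. The lowest such share on the other 4 arrays was 99.8%. The extraction software located 34064 and 30596 of the 45219 features of these arrays, against 45147 or more elsewhere. Their raw signal matched that of sulfate replicate 1 at the same feature with an r of 0.016 or less in either channel, while sulfate replicate 2 reached 0.82 and 0.81. The phosphate and glucose comparisons therefore rest on 1 informative array each. Sulfate was the nutrient with 2, and the number of arrays limits the precision throughout.

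**Figure D1:**
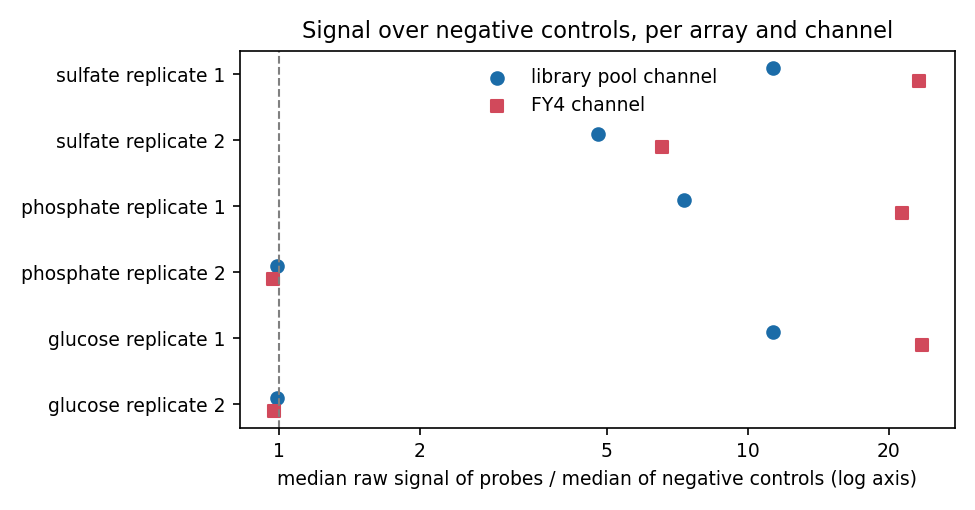
Median raw signal of the 41775 probes over the median of the negative control spots (log axis), for the library channel (circles) and the FY4 channel (squares) of each array, with the dashed line at 1. Phosphate replicate 2 and glucose replicate 2 lie at 0.97 to 0.99, and the other arrays between 4.80 and 23.6.

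Agreement between arrays was measured across 8290 nuclear windows of 5 neighbouring probes, which are not independent replicates. Only sulfate had 2 arrays with signal, and these shared almost no pattern, with a Pearson's r of 0.033. The r of 0.022 for the phosphate arrays and -0.083 for the glucose arrays does not measure agreement, since 1 array of each pair held no usable signal. The arrays of round 1, which shared dye, slide and reference strain, were more alike whatever the nutrient. Their r was 0.95 for sulfate with glucose, 0.37 for phosphate with glucose and 0.35 for sulfate with phosphate. Sulfate replicate 2 and phosphate replicate 1 were inversely related, with an r of -0.37. Window ratios spread most on phosphate replicate 1, with an SD of 0.40, against 0.28 for sulfate replicate 1, 0.29 for glucose replicate 1 and 0.14 for sulfate replicate 2. The r between round 1 arrays moved most under the normexp background correction, to 0.74 for sulfate with glucose, 0.61 for phosphate with glucose and 0.46 for sulfate with phosphate. Sulfate replicate 2 with glucose replicate 1 went from -0.001 to -0.24 under it.

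**Figure D2:**
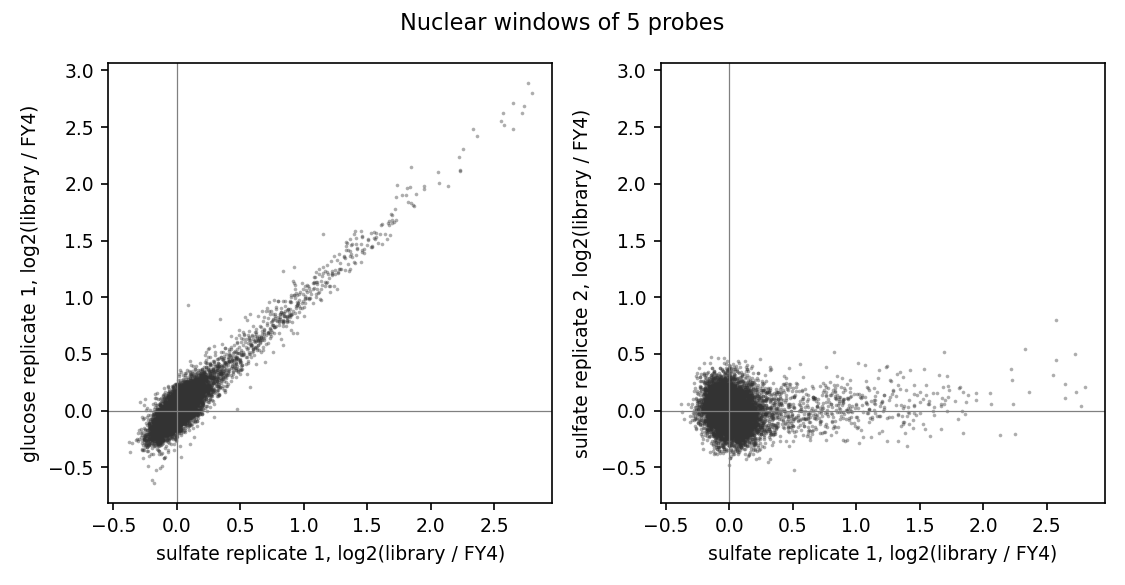
Log2 ratio of library over FY4 in nuclear windows of 5 probes, with sulfate replicate 1 on the horizontal axes, glucose replicate 1 on the left vertical axis and sulfate replicate 2 on the right one. Each point is 1 of 8290 windows. The left pair has an r of 0.95 and the right pair, from the same nutrient, an r of 0.033.

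The first question was whether any part of the genome differed in copy number between a pool and FY4. The limma fit of all 6 arrays over 8349 windows, 59 of them mitochondrial, called 0 windows for sulfate, 0 for phosphate and 0 for glucose after Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 there were 18, 1482 and 9 windows, where 417 would be expected by chance if all arrays had a like spread. They did not. The robust SD over nuclear windows was 0.38 and 0.33 on the phosphate arrays and 0.15 or less on the others. The fit pools the spread over all arrays, which favours low p for phosphate and high p for sulfate and glucose. None of the 3 counts can therefore be judged against 417. The phosphate count depended on the setting. With both phosphate arrays and the same 8349 windows it ran from 135 under normexp to 1864 with the replicate block. It was 482 when only the phosphate arrays were fitted, and sulfate and glucose fitted alone gave 180 and 87. The smallest adjusted p was 1.00 for sulfate, 0.17 for phosphate and 1.00 for glucose. Simulated windows with a change of 1 in both sulfate arrays were called in 94 of 100 cases. Those with a change of 2 were called in 100 of 100. Their noise was independent and had the robust SD of each array, 0.12 for sulfate replicate 1 against an SD of 0.28. High windows and the pattern shared by the round 1 arrays were left out, so these shares need not hold for the real arrays. The simulation changed 200 windows at once, so it does not give the share called where only a few windows change. Leaving out either phosphate array changed the phosphate result. Without phosphate replicate 2 the count was 1408, of which 675 were higher and 733 lower than FY4, and without phosphate replicate 1 it was 954. With only the 4 arrays brighter than their negative controls, a fit added after seeing the data, it was 48, of which 47 were lower and 45 mitochondrial. In each of these fits phosphate has a single array, so its spread is taken from the other nutrients, and with the 4 brighter arrays from the sulfate pair alone, with 1 residual degree of freedom. The 954 windows come from an array without usable signal, so such a fit calls windows from noise, and none of these counts is evidence of a change by itself.

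The next question was whether the limiting nutrient changed the content of the pool. In the same limma fit 0 windows differed between sulfate and phosphate, 0 between sulfate and glucose and 0 between phosphate and glucose. At an unadjusted p under 0.05 the counts were 729, 0 and 507, with the spread again pooled over all arrays. With slide as a block all 3 contrasts again gave 0 windows, with 133, 0 and 283 at the unadjusted level. Leaving out phosphate replicate 2 gave 37 windows between phosphate and glucose, all lower in phosphate and 33 of them mitochondrial, with the same limit of a single phosphate array. Between sulfate replicate 1 and glucose replicate 1, set side by side without a replicate check, the difference had an SD of 0.09 over nuclear windows. A single window of the 8290 differed by 0.5 or more, at 254855 to 256143 on chromosome VI. It is named here after its value was seen. It stood at 0.09 on sulfate replicate 1 and 0.93 on glucose replicate 1, and the excess lay in 1 of its 5 probes, which read 4.11.

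Differences from FY4 that all pools might share, such as strain background, were tested as the mean of the nutrients. This limma contrast called 0 windows, with 652 at an unadjusted p under 0.05. With the replicate number as a block it called 1, and without phosphate replicate 2 it called 37, all lower than FY4 and 36 of them mitochondrial, again with a single phosphate array.

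The contrast of round 1 with round 2, which is also that of the dyes, called 2 windows in limma, with 845 at an unadjusted p under 0.05. The window at 474021 to 475159 on chromosome V averaged 2.39 over the round 1 arrays and 0.14 over the round 2 arrays, a difference of 2.25 ± 0.13 (SE, n = 3 per round, limma adjusted p 0.04996). The window at 95709 to 97063 on chromosome VI averaged 1.71 and -0.09, a difference of 1.81 ± 0.12 (SE, n = 3 per round, limma adjusted p 0.04996). Every round 1 array exceeded every round 2 array in both windows. Phosphate replicate 2 and glucose replicate 2 held no usable signal, so the only informative round 2 values are those of sulfate replicate 2, 0.50 on chromosome V and -0.03 on chromosome VI. The contrast otherwise sets arrays with signal against arrays without it. Both calls lay just under the threshold, and the values of the authors' series table put both at 0.05005. Over the alternatives that kept all arrays the limma adjusted p ranged from 0.00099 to 0.45 in both windows. Leaving out either phosphate array gives the same fit of the sulfate and glucose arrays, with 1 residual degree of freedom. It still holds glucose replicate 2, and its differences were 2.33 on chromosome V and 1.86 on chromosome VI. The normexp correction moved the count of 2 windows most among the alternatives that kept all arrays, to 652.

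High ratios in round 1 formed narrow peaks, which were chosen for description after their values were seen, as was the window on chromosome I named below. Of the nuclear windows 174 reached 1 or more on sulfate replicate 1 and 180 on glucose replicate 1, and 163 did so on both, in 124 runs over all 16 chromosomes. Phosphate replicate 1 had 87 such windows, 40 of them shared with sulfate replicate 1. Sulfate replicate 2 had 0. Of the arrays without usable signal, glucose replicate 2 had 0 and phosphate replicate 2 had 135, 1 of them shared with sulfate replicate 1. By the mean of sulfate replicate 1 and glucose replicate 1, the highest shared window lay at 113520 to 114473 on chromosome I, with 2.77 on sulfate replicate 1, 2.89 on glucose replicate 1 and 2.08 on phosphate replicate 1, against 0.04 on sulfate replicate 2. Over the 163 shared windows the median ratio was 1.38 on sulfate replicate 1, 1.42 on glucose replicate 1, 0.65 on phosphate replicate 1 and 0.07 on sulfate replicate 2. Each channel was also set against the channel of the same dye on sulfate replicate 2. Since the dyes were swapped there, this sets FY4 against library DNA and the library against FY4 DNA, here and below. In these windows the FY4 channel was low by a like amount on every round 1 array, at -1.28 for sulfate, -1.28 for phosphate and -1.29 for glucose. The library channel stood at 0.18 for sulfate, -0.60 for phosphate and 0.18 for glucose. Against this yardstick the FY4 channel carried most of the ratio in these windows. A high library channel on sulfate replicate 2 would also make the FY4 values negative. These values alone therefore do not show a low FY4 channel.

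**Figure D3:**
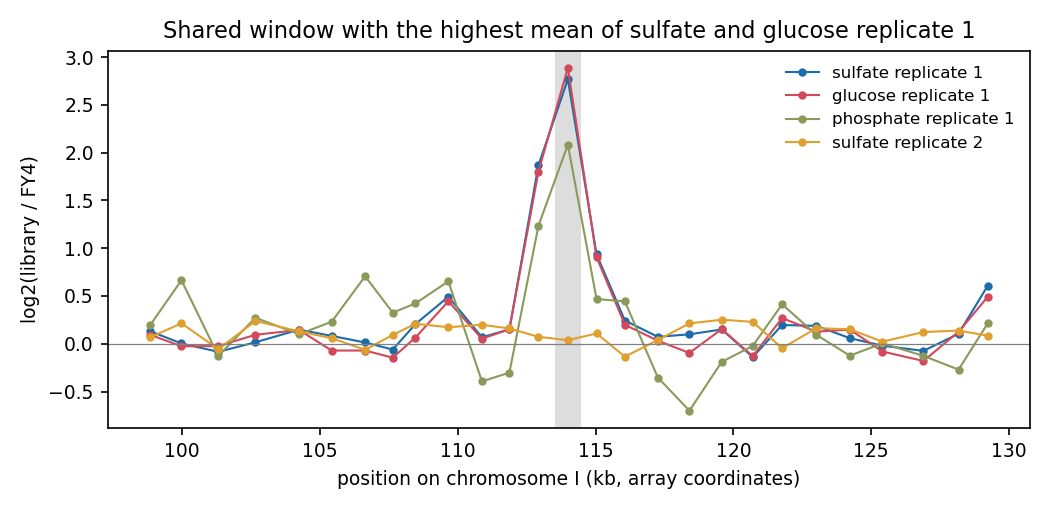
Log2 ratio of library over FY4 in windows of 5 probes along chromosome I (kb, array coordinates) for the 4 arrays brighter than their negative controls, with the window at 113520 to 114473, the highest by the mean of sulfate and glucose replicate 1, shaded. Each point is a window drawn at its middle. The round 1 arrays reach 2.08 to 2.89 there, and sulfate replicate 2 stays at 0.04.

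Segmentation asked whether longer or shorter stretches lay away from 0 on both arrays of a nutrient. It has no test, so the value of each array is given. Sulfate had 34 such segments, all above 0, with a median length of 1.83 kb. Their medians ranged from 0.57 to 2.99 on replicate 1 and from 0.15 to 0.62 on replicate 2, so the size of each rested mostly on replicate 1. Replicate 1 alone gave 101 segments and replicate 2 alone gave 0. The longest spanned 49330 to 63307 on chromosome III, with 0.60 on replicate 1 and 0.15 on replicate 2. Next came 208401 to 214834 on chromosome III, with 1.76 and 0.20, and 221517 to 227818 on chromosome VI, with 0.57 and 0.26. The segments furthest from 0 were 69722 to 70946 on chromosome XIII, with 2.99 and 0.21, 480063 to 481544 on chromosome XV, with 2.46 and 0.62, and 473097 to 475159 on chromosome V, with 2.58 and 0.36. Glucose had 1 segment, at 68760 to 71199 on chromosome XIII, with 1.90 on replicate 1 and 0.25 on replicate 2, the latter from an array without signal above its negative controls. Phosphate had 0 segments.

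Glucose replicate 1 alone gave 59 segments, of which 57 were above 0 and 2 below. The nuclear segment below 0, named after its value was seen, spanned 37.8 kb and 116 probes at 227997 to 265781 on chromosome II, of which 5.85 kb near its right end hold no probes. Its median was -0.42 ± 0.24 (SD over probes) on glucose replicate 1, -0.08 on sulfate replicate 1, -0.13 on phosphate replicate 1 and 0.03 on sulfate replicate 2. Set directly against sulfate replicate 1 within the same dye and slide, the glucose library channel was lower, at -0.32, and the FY4 channel differed by -0.02. The block has no replicate check, because glucose replicate 2 held no usable signal.

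**Figure D4:**
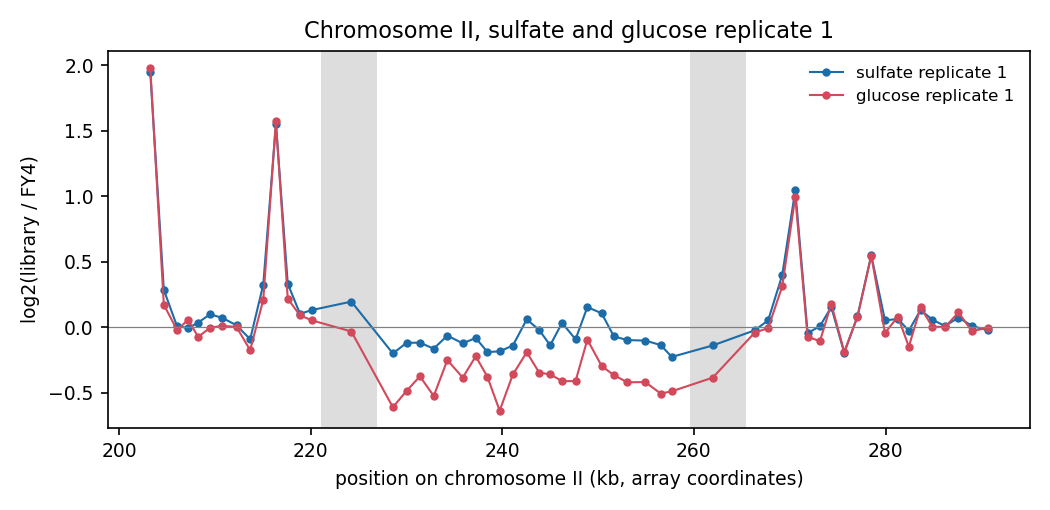
Log2 ratio of library over FY4 in windows of 5 probes along chromosome II (kb, array coordinates) for sulfate replicate 1 and glucose replicate 1, with 2 stretches that hold no probes shaded. Each point is a window drawn at its middle, so a point inside a shaded stretch is a window with probes on both sides of it. Between the shaded stretches glucose replicate 1 runs below sulfate replicate 1. The block starts at 227997, takes in the right shaded stretch and ends at 265781, with medians of -0.42 on glucose replicate 1 and -0.08 on sulfate replicate 1.

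The mitochondrial genome, singled out after its values were seen, differed between the arrays of round 1. Over its 59 windows the median ratio was -3.07 ± 0.47 (SD over windows) on phosphate replicate 1, -0.81 ± 0.19 on sulfate replicate 1 and -0.21 ± 0.16 on glucose replicate 1, against -0.06 ± 0.15 on sulfate replicate 2. The FY4 channel, set against the same dye of sulfate replicate 2, was 1.12, 1.26 and 1.12 on the sulfate, phosphate and glucose arrays of round 1. The library channel was 0.22, -1.78 and 0.81. Sulfate replicate 1 lay below glucose replicate 1 in all 59 windows, and in 53 under normexp. Set directly against each other within the same dye and slide, the sulfate library channel was lower by 0.54 and the FY4 channel differed by 0.03, where the library difference had an SD of 0.07 over nuclear windows. Phosphate replicate 1 lay further away. None of these differences has a replicate check between nutrients, since phosphate and glucose had 1 informative array each. The 59 windows belong to a single genome, and the SD over nuclear windows does not measure how mitochondrial content varies between arrays. The 2 sulfate arrays, at -0.81 and -0.06, lay further apart than sulfate and glucose replicate 1, at -0.81 and -0.21. The sulfate pair also differs in round, dye and slide. The limma contrasts between nutrients and against FY4 called 0 mitochondrial windows with all 6 arrays, but these include the phosphate array without signal. Without it, and with the remaining phosphate array assumed to vary like the other nutrients, 33 of the 59 were called lower in phosphate than in glucose, 0 differed between phosphate and sulfate, and all 59 differed from FY4 in phosphate. With the 4 brighter arrays, where the spread comes from the sulfate pair alone, 45 differed from FY4 in phosphate, but the contrasts between nutrients called 0 windows. The glucose value moved most with the processing, to -0.82 under normexp, -0.08 under loess and -0.07 with the mode centre.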

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

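Windows of 3 and 10 probes, removal of probe length medians, the fit of the 4 brighter arrays and the alternatives for sulfate replicate 2 over the segments of replicate 1 were chosen after seeing the data. The planned correction for base composition, alone or with the block, and the filter on probes with several matches were not run, and the fixed gene lists were not analysed.

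The counts of 0 windows for sulfate against FY4, glucose against FY4, and sulfate against glucose stayed at 0 under every alternative run. The filter on dim probes leaves 1892 probes and 15 windows to test in place of 8349, since the arrays without signal fail it. Under it phosphate against FY4 gave 3 windows, sulfate against phosphate 1 and phosphate against glucose 1. With the 4 brighter arrays phosphate against FY4 gave 48. Leaving out 1 array at a time gave 0 to 1408 windows for phosphate against FY4, 0 to 37 for phosphate against glucose and 0 to 37 for the mean of all nutrients. Each value above 0 came from leaving out a phosphate array, after which the remaining phosphate array is assumed to vary like the other nutrients. The 954 without phosphate replicate 1 come from an array without usable signal. Paired by the replicate block, the mean of all nutrients gave 1 window in place of 0, and 0 with probe length removed as well. The block changed no other call.

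The 2 windows between rounds were the least stable result. Their number was 652 under normexp, 108 under loess, 64 with the median of probes and 51 with windows of 3 probes. It was 0 with the series table, the mode centre, 4 probes per window, trend and robust, windows of 10 probes, and probe length removed. It was also 0 with no dim probes, where neither window was among the 15 tested, and the window on chromosome V was not among those with 4 probes. Leaving out 1 array gave 22 to 1582, the highest without either phosphate array. The series table differs from the scanner values by a median of at most 0.000252, and the adjusted p of 0.05005 against 0.04996 shows that the calls sat at the threshold. The cause of the other changes was not tested. The difference in the window on chromosome V stayed between 1.31 and 2.33 and that on chromosome VI between 1.48 and 1.86 in every setting that measured them.

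In place of 34 sulfate segments there were 8 with a penalty of 20, each overlapping a segment of the 34. Under normexp there were 2, of which only 1 overlaps a segment of the 34, but normexp also narrowed sulfate replicate 2, so the fixed limits are harder to reach. The single arrays gave 0 and 101. Glucose gave 0 with a penalty of 20, 2 with 3 probes per segment and 0 under normexp, and its single arrays gave 0 and 59. Phosphate gave 0 and 1 from its single arrays. A segment from 1 array need not pass on a second, which accounts for part of these rises. The r between the glucose arrays, 1 of them without usable signal, moved from -0.083 to -0.011 under normexp. Between arrays with signal normexp moved r from 0.95 to 0.74 for sulfate with glucose and from 0.37 to 0.61 for phosphate with glucose in round 1, and the cause was not tested. The median of the chromosome II block on glucose replicate 1 stayed below 0, from -0.42 to -0.24. What signal over background limits is clearest for phosphate and glucose, whose second arrays read 0.97 to 0.99 times their negative controls and add spread without information.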

Other observations

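The tests in this part were chosen after the result was seen, except the splits of the arrays.

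Phosphate replicate 2 and glucose replicate 2 read at the level of their negative controls, and the extraction grid may have been displaced from the spots. For phosphate replicate 2 the raw signal matched that of sulfate replicate 1 best after a shift of 5 rows and 1 column, in both channels, with an r of 0.15 and 0.134. Beyond 3 rows or columns from that shift the highest r was 0.033. For glucose replicate 2 the best shift was 2 rows and 0 columns in both channels, with an r of 0.0935 and 0.053. The other arrays matched best with no shift, at 0.80 to 0.99. A weak hybridisation under a well-placed grid would keep a match without a shift, but the highest r there was 0.0158 for phosphate and -0.0163 for glucose. Weak hybridisation together with a displaced grid stays open, since a match across shifts does not measure brightness. The low r at the best shift means that the ratios at each position were not recovered here. Extraction anew from the images would be needed, and whether it would recover signal is not known. No biological explanation was tested.

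The narrow peaks shared by the round 1 arrays would look like gains of short segments if only the ratio were read. A gain in the library pool would raise the library channel of sulfate replicate 1 by about the ratio of 1.38, and it stood at 0.183 against the same dye of sulfate replicate 2. A low FY4 channel in round 1 would lower that channel by a like amount, and it stood at -1.28. The same dye on sulfate replicate 2 holds library DNA, so a high library channel there would give such a value too. The FY4 channels of round 1 also differed little from each other in these windows, by 0.02 or less. Dye bias of the probes in every round would by itself put sulfate replicate 2, with its dyes swapped, far below 0, and its median was 0.0687. This does not test such a bias together with a high library channel on that array. A trend with probe length is present, since probes of 45 bases had a median of 1.31 on sulfate replicate 1 and probes of 60 bases -0.006. Removing it left the shared windows at 1.32, so it is not the whole cause. All 3 FY4 channels of round 1 were Cy5, with 0 round 1 arrays the other way round, so a fault of that dye in round 1 and one of the FY4 DNA cannot be told apart. The comparison also leans on sulfate replicate 2 as its only yardstick. Base composition beyond probe length was not tested.

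Some of this pattern may extend to sulfate replicate 2. In the 100 nuclear segments above 0 found on sulfate replicate 1 alone, sulfate replicate 2 had a median of 0.0686 and was above 0 in 66. Random stretches of as many probes gave a median of -0.001, and none of 10000 draws was as high (1-sided permutation p 0.0001, the smallest these draws can give). The size depends on the processing. Under normexp the median over the same segments was 0.0066 (1-sided permutation p 0.0081), and over the 85 segments found anew it was 0.010. In 0 of the same segments did it reach the 0.15 that the count requires. Random stretches narrowed as well, since the upper limit that few draws exceeded fell from 0.031 to 0.0053. The fixed 0.15 is thus harder to reach under normexp, and this 0 alone does not show that the segments are unstable. The direction held under every alternative, so the rule that both arrays be above 0 is not its only source. The number of segments, 34 here and 8 with a penalty of 20, is not stable. Whether it comes from the pool or from FY4 was not tested.

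The chromosome II block of glucose replicate 1 lay in the library channel. Its ratio corresponds to 25.1% less library than FY4 signal, and to 15.4% less under normexp and 17.5% less with the mode centre. On that array 0 other stretches of 116 probes were as low, but the block was picked as the only nuclear segment below 0 there, so this count does not bear on chance. The FY4 channel stood at -0.0536 in the block against sulfate replicate 2, and at -0.0167 against the FY4 channel of sulfate replicate 1. A cause in the FY4 channel of this array alone would need the latter well above 0. All but 24 of its 116 probes have the longest length of 60 bases, and these lay -0.419 from other nuclear probes of that length, so a trend with probe length cannot account for it. Base composition was not tested. A background difference of the library strain would lower every pool, and sulfate replicate 1 stood at -0.0815. Stretches of 5.85 kb that hold no probes lay 3 probes outside its left edge, at 221031 to 226876, and 2 probes inside its right edge, at 259564 to 265417. Only 0.0631% of all stretches of as many probes have a gap of over 4 kb within 5 probes of both edges. A candidate explanation is a rearrangement between these gaps in part of the glucose pool. Gaps of this kind could mark repeated sequence, which the array design cannot show. The limits of 4 kb and 5 probes were set after the gaps were seen, and the hypothesis rests on 1 array and was formed on the data that it describes.

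The low mitochondrial ratio of phosphate replicate 1 had a part in the library channel, where that array and sulfate replicate 1, on the same slide and dye, differed by 2.17. The FY4 channel was at 1.26 against sulfate replicate 2, close to the 1.12 of the other round 1 arrays, so it cannot account for the gap between them. Only 7 of the 295 mitochondrial probes are shorter than 60 bases, so removing length medians cannot test a trend with probe length here. Compared at 60 bases, mitochondrial probes of that array lay -3.17 from nuclear ones, against -0.82 on sulfate replicate 1 and -0.25 on glucose replicate 1. Length alone would leave no difference there, but base composition at this length was not tested. A lower mitochondrial content of that pool, its DNA preparation and a base composition effect stay open, since phosphate replicate 2 held no usable signal and probe sequences were not used here. This array also had the steepest trend with probe length among longer probes, with a median of 0.31 at 55 bases against 0.04 on sulfate replicate 1.

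The contrast between rounds was set against other splits of the 6 arrays. Of the 10 splits into 3 and 3, 3 gave as many windows as the 2 of the real split, which is included. The other splits that did so gave 1270 windows each and are the same fit, since with nutrient in the model they set only phosphate replicate 1 against phosphate replicate 2. Of the 4 splits that part all 3 pairs, as the real one does, the others gave 0 windows. Chance cannot be excluded, since so few splits cannot give a small share.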
